A study of Drosophila melanogaster with 12 samples.

How the data were processed

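RNA from heads of male Drosophila melanogaster aged 3 days was sequenced in 12 libraries. Per the labels' protocols, frozen flies were decapitated, RNA was extracted from 50 heads per replicate, samples with an RNA integrity number above 7 were kept, and strand-specific mRNA libraries were made with a TruSeq kit. The labels put 3 libraries in each of 4 groups. In each group the pan-neuronal nSyb driver expressed a hairpin RNA: against mCherry (NTC IR-1) or Luciferase (NTC IR-2), which are not fly genes and serve as controls, against dYEATS2, or against dENL/AF9.

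The authors deposited a table of raw counts, with 23793 rows named by gene symbol or by transposable element insertion (5876 rows), and a table of normalized counts with 16757 of those rows. The aligner, the counting program, its use of strand, the handling of reads with several matches and the genome build are not stated in the labels or the file headers. Counts of overlapping antisense genes, of near-identical gene copies and of single transposable element insertions are therefore uncertain. The values of the deposited normalized table are a signal on the count scale: in each column they equal a column of raw counts times a constant, and the constant was the inverse of DESeq2's median-of-ratios size factor, recomputed here. The rows of that table were those with a total count of at least 10. The row left out with the highest total had 9 counts.

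Columns were assigned to libraries by name. The tables disagree on the names. The normalized column named for NTC IR-1 holds the counts that the raw table gives to NTC IR-2, the one named for dYEATS2-IR those of dENL/AF9-IR, the one named for NTC IR-2 those of dYEATS2-IR, and the one named for dENL/AF9-IR those of NTC IR-1, with the same replicate number in all 12 columns. In each column 100% of the rows had the same constant under the exchanged name. Under the column's own name at most 0.0807% had. The names of the count table were used throughout, the analysis under the other names is given as an alternative, and no library was reassigned from its values. The labels of NTC IR-2 replicates 1 and 2 also name columns of another library as theirs, and these columns were assigned by library name.

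Every row names a feature, and 23535 of the rows (98.9%) matched the annotation BDGP6.54 (Ensembl release 115) by symbol. Coordinates below are those of that annotation, since the build used by the authors is not stated.

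Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups, which left 12661 rows, 1194 of them transposable element insertions. Libraries were scaled by TMM (factors 0.859 to 1.16), and all 12 entered 1 quasi-likelihood fit with a mean per group, leaving 8 residual degrees of freedom. The contrasts were each knockdown against the control numbered with it, NTC IR-2 against NTC IR-1, and the difference between both knockdown effects. A gene was called at a Benjamini-Hochberg adjusted p-value (FDR) below 0.05. Adjusted p-values below come from edgeR's quasi-likelihood F test unless another test is named, and standard errors are the size of the log2 fold change divided by the square root of F. Levels are given as CPM, the count as a share of the library's TMM-scaled total, with the mean and SD over libraries.

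Gene lists were written before the data were examined, as were the groups, the tests, the alternatives and the rule for the genes to be named. There were 12 lists: calcium handling, dopamine, the ATAC complex, the super elongation, Dot1 and Paf1 complexes, cytosolic ribosomal proteins, oxidative phosphorylation, antimicrobial peptides and immune effectors, heat shock and stress, photoreceptor, neuronal, glial, and fat body. Of the 62 symbols of the calcium list 57 were tested, and of the 20 of the dopamine list 16. Another list held marker genes of fly chromosomes (w, y, v, sev, bw and ry were tested), to be read gene by gene. Lists were tested with camera (limma 3.58.1, preset correlation 0.01, two-sided), adjusted over the 12 lists and 4 contrasts, with fry, for a shift in 1 direction and, as its mixed test, for changes in any direction, and with camera with an estimated correlation. The named genes were both targets, the 5 largest rises and falls in each knockdown comparison among called genes with a mean of at least 50 counts in 1 of the groups and no overlap between the libraries of both groups, genes called in both knockdown comparisons, called members of the calcium and dopamine lists, and the 3 largest rises and falls between the controls. With 0 calls in the dENL/AF9-IR comparison, no test of the overlap between the called genes was possible. Genes outside the rule were chosen after their values were seen, and this is said where they appear.

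The alternatives were DESeq2's size factors, no filter beyond 1 count, a mean count of at least 10, only the 6 libraries compared, the replicate number as a block, each replicate left out in turn, the Wald test of DESeq2 1.42.0, the other control, the mean of both controls, a fold change of at least 2, and limma on log2 of the deposited normalized count plus a pseudocount of 1. Alternatives chosen after seeing the data were the names of the normalized table, with the count test run on whole reads recovered from it (99.994% to 100% of the values of each column were whole multiples of 1 read), limma on that table under the names of the count table, and an offset that removes each library's loess trend (span 0.5) with exon length, known for 98.5% of the tested rows.

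The total count per library was 30298251 to 54132559. A share of 1 library's counts has a 95% Wilson interval of at most ±0.0157 percentage points, as computed for the most abundant row. A count of 0 allows up to 3 counts, or 0.0566 to 0.103 CPM. These limits cover counting error only. The spread between replicates was wider than counting error in every pair of replicates (median chi-square per gene 2.27 to 9.45 over genes with at least 20 counts). Tested on simulated counts with the means, library sizes and spread of these libraries, with 200 of 12401 tested genes changed by 1 to 1.5 on the log2 scale, edgeR called 134 (67%) and 2.19% of its calls were of unchanged genes. DESeq2 called 76% of the changed genes, 16.5% of its calls were of unchanged genes, and it called 12 genes in a comparison with no change. These rates come from a single simulated data set with independent genes and edgeR's estimate of the spread. Shifts shared by many genes of a library were not simulated, so the rates in these libraries may differ.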

Results

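Gene expression was measured by RNA-seq in heads of 3-day-old male flies in which the pan-neuronal nSyb driver expressed 1 of 4 hairpin RNAs. RNA interference by such a hairpin lowers the transcript it matches in the cells that make it, here neurons. A head also holds glia, fat body and cuticle. The hairpins targeted dYEATS2 or dENL/AF9, which encode proteins with a YEATS domain, a reader of acylated histones, or served as non-targeting controls (NTC IR-1 against mCherry and NTC IR-2 against Luciferase). Each group had 3 libraries. Total counts were 33094369, 45721085 and 51881142 in NTC IR-1 and 31418765, 30298251 and 30868441 in dYEATS2-IR. They were 33955918, 33722953 and 53217847 in NTC IR-2 and 53726938, 54132559 and 46397493 in dENL/AF9-IR. The mitochondrial large ribosomal RNA, mt:lrRNA, was the most abundant row in each library, with 14.8% to 32.3% of the counts.

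The group of each library is that given by the header of the raw count table. The deposited normalized table holds the same libraries under other group names: it names the libraries labelled NTC IR-1 here as dENL/AF9-IR, those labelled dYEATS2-IR as NTC IR-2, those labelled NTC IR-2 as NTC IR-1, and those labelled dENL/AF9-IR as dYEATS2-IR. The files do not settle which naming is right. The titles of the libraries of NTC IR-2 and dENL/AF9-IR carry the word young and those of the other groups do not, while the labels give all 12 an age of 3 days. The labels give no batch or date. Every direction below therefore belongs to libraries labelled as in the count table.

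The targeted genes were examined first. The D12 gene (dYEATS2, FBgn0027490), at 2L 8434058 to 8437365 on the minus strand in BDGP6.54, had 8.83 ± 0.281 CPM (SD, n = 3) in the libraries labelled dYEATS2-IR and 9.05 ± 0.966 in those labelled NTC IR-1. Its log2 fold change was -0.03 (SE 0.138, FDR 0.919 in edgeR's quasi-likelihood test). The ear gene (dENL/AF9, FBgn0026441), at 3R 15320756 to 15325279 on the plus strand, had 40.6 ± 2.92 CPM (SD, n = 3) in the libraries labelled dENL/AF9-IR and 42.0 ± 7.36 in those labelled NTC IR-2, a log2 fold change of -0.05 (SE 0.118, FDR 1). By these names, neither target was detectably lower in its knockdown in whole heads. Counts of D12 ranged from 201 to 444 per library and those of ear from 1020 to 2298. Between the libraries labelled NTC IR-1 and NTC IR-2, ear differed by 0.39 on the log2 scale (SE 0.119, FDR 0.0401), a larger change than in either knockdown comparison. Under the names of the normalized table the change of ear in its knockdown was -0.23 (FDR 0.281) and that of D12 was 0.00 (FDR 1), so neither was called against the control numbered with it. Under those names the libraries labelled NTC IR-1 here are dENL/AF9-IR and those labelled NTC IR-2 are NTC IR-1, so the called difference of ear between them is then a lower level in the ear knockdown than in the other control. The libraries labelled NTC IR-1 had 30.8 to 33.1 CPM of ear and the other 9 at least 34.99.

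**Figure D1:**
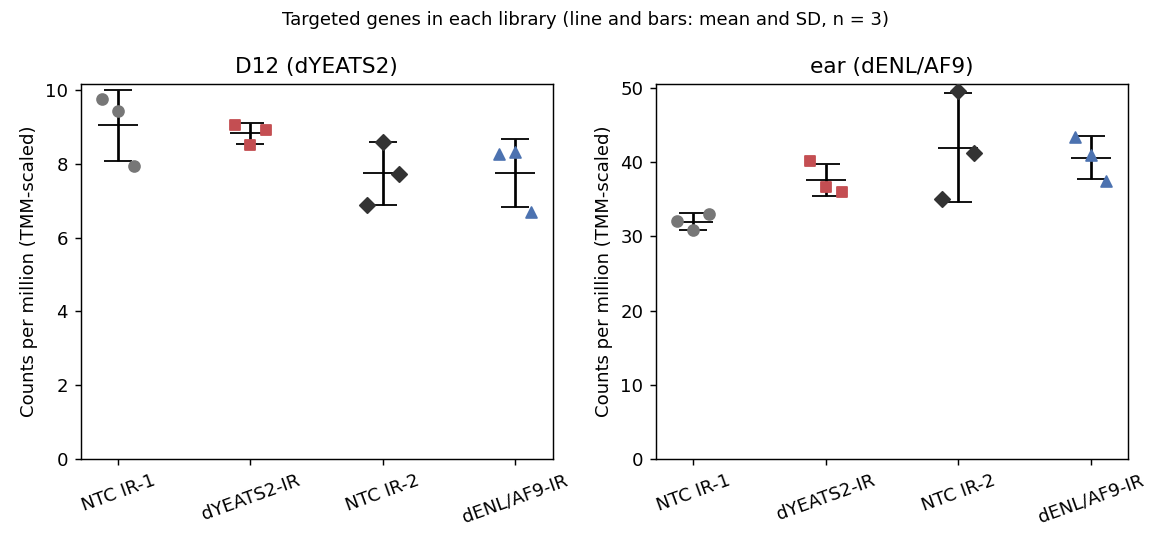
CPM (TMM-scaled) of D12 and ear in each of the 12 libraries, by the group names of the count table. Points are libraries and the lines and bars are the mean and SD (n = 3), and the dYEATS2-IR mean of D12 (8.83) lies beside that of NTC IR-1 (9.05), and the dENL/AF9-IR mean of ear (40.6) beside that of NTC IR-2 (42.0).

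In a principal component analysis of log2 CPM, the first component held 27.5% of the variance and the second 16.4%. The libraries labelled NTC IR-1 had scores of -58.7 to -37.3 on the first component, and those labelled NTC IR-2 and dENL/AF9-IR had scores of 20.1 to 42.6. The libraries labelled dYEATS2-IR were set apart on the second component, at -52.1 to -28.9.

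**Figure D2:**
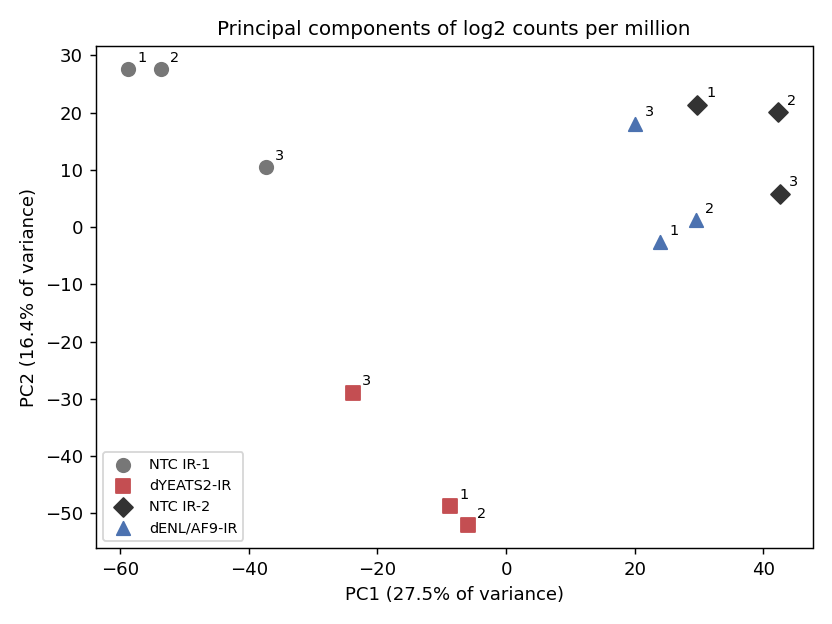
Scores of the 12 libraries on the first and second principal component of log2 CPM, with replicate numbers, by the group names of the count table. NTC IR-2 and dENL/AF9-IR lie together at 20.1 or above on the first component, and NTC IR-1 lies at -37.3 or below.

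The effect of the dYEATS2 hairpin was addressed by dYEATS2-IR against NTC IR-1. Of 12661 rows tested, 604 were called, 307 higher and 297 lower in the libraries labelled dYEATS2-IR, and 295 of them changed by at least 2-fold, 95 higher and 200 lower. Of transposable element insertions 11.1% were called, against 4.12% of genes. Among the alternatives that keep the control, the group names and all replicates, the count was lowest with the replicate block, at 99, and highest with DESeq2's Wald test, at 1167. Leaving out 1 library gave between 153 calls (without NTC IR-1 replicate 2) and 1012 (without NTC IR-1 replicate 3). The balance of directions moved too, with 155 higher and 237 lower when only the 6 libraries were fitted and 599 higher and 413 lower without NTC IR-1 replicate 3. Against NTC IR-2 in place of NTC IR-1, 1161 genes were called. Of the 604 genes, 222 were also called against NTC IR-2 with the same sign and 18 with the opposite sign.

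The largest rise was that of mthl8 (FBgn0052475), at 3L 22428 to 26308, with 45.5 ± 5.66 CPM (SD, n = 3) in the libraries labelled dYEATS2-IR and 0 counts in the other 9, at least 663-fold higher than the level 3 counts allow in NTC IR-1 (FDR 4.85e-05 in edgeR's test). The other rises, ranked by fitted value, were also from 0 counts in NTC IR-1: asRNA:CR45822, which lies antisense to CTCF, was at least 81.7-fold higher, CG43182 at least 42.6-fold, asRNA:CR44291 at least 34.5-fold and CG3397 at least 22.8-fold, with means between 1.57 and 5.62 CPM. Fitted values at 0 counts are no bounds, so the rank of these genes is not settled. The measured rise of w (log2 fold change 6.46, SE 0.144, FDR 4.6e-10) was larger than each of their bounds. The presence of asRNA:CR44291 was not particular to dYEATS2-IR (1.86 to 2.95 CPM). It was at 1.75 to 2.41 CPM in dENL/AF9-IR and at 0 to 0.593 in NTC IR-2. The call of asRNA:CR45822 was lost without NTC IR-1 replicate 2 (FDR 0.0526). CG3397 lost its call in 4 of the 6 fits that each left out 1 library (FDR 0.0508 to 0.0897) and in DESeq2 (FDR 0.211). With the replicate block mthl8 kept its call (FDR 0.00929), and asRNA:CR45822 (FDR 0.053), CG43182 (FDR 0.0845), asRNA:CR44291 (FDR 0.101) and CG3397 (FDR 0.122) lost theirs. Since the use of strand in counting is not stated, reads of the overlapping gene on the other strand can add to the antisense RNAs, and to CG43182, which overlaps CG32816.

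Of the largest falls, Cyp6a17 (2R 14873953 to 14875739) went from 11.4 ± 2.59 CPM (SD, n = 3) to 0 counts, at least 129-fold lower, but was also at 0 in NTC IR-2 replicates 1 and 2 and lost its call in 5 of the 6 fits that left out a library (FDR 0.0588 to 0.0857). The yolk protein genes Yp1 (X 10053811 to 10055498) and Yp2 (X 10050951 to 10052636) had 743 ± 137 and 299.9 ± 76.7 CPM (SD, n = 3) in NTC IR-1 and 0.232 ± 0.0943 and 0.897 ± 0.202 in dYEATS2-IR. Their log2 fold changes were -11.61 (SE 0.624, FDR 1.52e-06) and -8.38 (SE 0.354, FDR 3.17e-07). Against NTC IR-2 the change of Yp1 was -0.13 (FDR 0.942) and that of Yp2 was 0.91 (FDR 0.149), so the difference lay in the libraries labelled NTC IR-1. The y gene (X 356509 to 361245) fell from 170.1 ± 24.4 to 0.323 ± 0.130 CPM (log2 fold change -9.03, SE 0.452, FDR 8.29e-07). An invader4 transposable element insertion (FBti0059700, 2L 20170364 to 20172565) went from 1.41 ± 0.618 CPM to 0 counts, at least 16.0-fold lower. Its rank also rests on a fitted value at 0 counts, and the called fall of Obp99a (-6.00, FDR 0.0035) was larger than this bound. The insertion lost its call (FDR 0.094 to 0.134) in 5 of the 6 fits that left out a library. With the replicate block Cyp6a17 (FDR 0.123) and the invader4 insertion (FDR 0.183) lost their calls, and Yp1, Yp2 and y kept theirs.

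The effect of the dENL/AF9 hairpin was addressed by dENL/AF9-IR against NTC IR-2. No gene was called. At an unadjusted p below 0.05 there were 661 genes, where 633 would be 5% of those tested, and the smallest FDR was 0.0754. DESeq2's Wald test called 30 genes, and leaving out 1 library gave 0 to 19 calls, the 19 without NTC IR-2 replicate 3. Against NTC IR-1 in place of NTC IR-2, 1974 genes were called.

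The controls were compared with each other for the difference between libraries whose hairpins have no fly target. Between NTC IR-2 and NTC IR-1, 2467 genes were called, 1307 higher and 1160 lower in NTC IR-2, which is the largest count among the 6 pairs of groups. It was 940 with only those 6 libraries in the fit (330 higher and 610 lower) and 973 without NTC IR-1 replicate 1 (455 higher and 518 lower). With no filter it was 816 higher and 992 lower, so the balance of directions depends on the fit. The largest rises were those of twy (77.3 ± 24.3 against 0.282 ± 0.124 CPM, SD, n = 3, log2 fold change 8.07, SE 0.386, FDR 1.27e-06), CG15824 (log2 fold change 4.68, FDR 0.00151), which overlaps ninaA on the other strand, and CG16995 (4.16, FDR 0.00731), which overlaps CG9967 on the other strand. The largest falls by fitted value were Yp1 (log2 fold change -11.48, FDR 3.03e-06) and, from low levels to 0 counts, CG42481 (at least 25.9-fold lower) and lncRNA:CR9284 (at least 23.7-fold lower). Fitted values at 0 counts are no bounds, so the rank of CG42481 and lncRNA:CR9284 is not settled. Yp2 fell from a mean of 299.9 to 0.457 CPM (log2 fold change -9.29, FDR 3.63e-07), by more than either bound. Between the libraries labelled dYEATS2-IR and dENL/AF9-IR 625 genes were called.

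**Figure D3:**
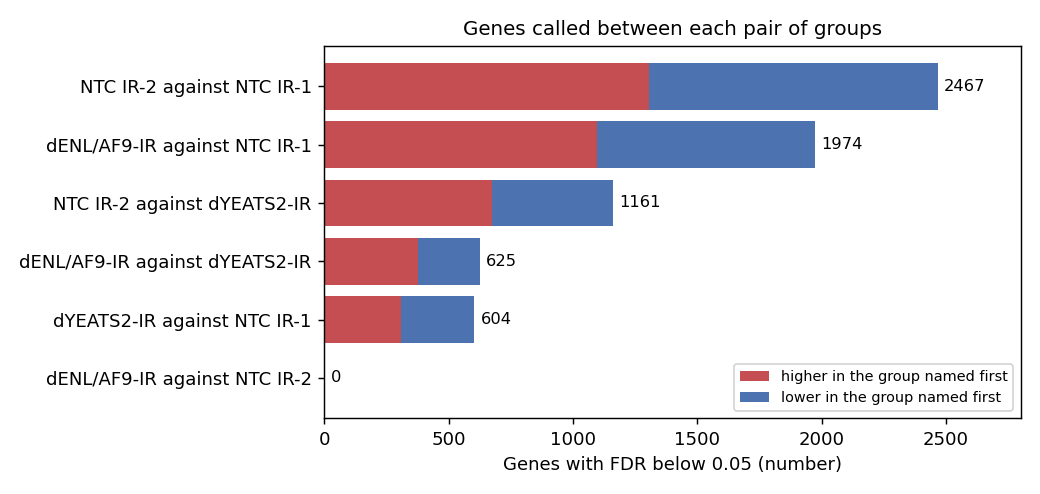
Number of genes with an FDR below 0.05 between each pair of groups, from 1 fit of all 12 libraries, with the group names of the count table. The count is 2467 between the controls and 0 between dENL/AF9-IR and NTC IR-2.

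Whether the knockdown effects differ from each other was tested as an interaction, the change in dYEATS2-IR against NTC IR-1 minus that in dENL/AF9-IR against NTC IR-2. It called 118 genes, 55 positive and 63 negative, of which 98 differed by at least 2-fold. The count was 14 with the replicate block and 399 in DESeq2. Leaving out 1 library gave from 55 (without dENL/AF9-IR replicate 2) to 261 (without NTC IR-1 replicate 3, 159 positive and 102 negative). No gene was called in both knockdown comparisons. Across the 12661 genes, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson r of -0.003 and a Spearman rho of -0.012. Over 100 combinations of splits of the 6 libraries of each comparison, r ranged from -0.223 to 0.225. Comparisons that share a control differ in this respect. The r between dYEATS2-IR and NTC IR-2, each against NTC IR-1, was 0.551, and unchanged groups simulated against shared controls gave 0.492 ± 0.0162 (SD over 20 simulations).

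The series title names calcium homeostasis and dopaminergic neurons. The calcium handling list was shifted up in the libraries labelled dYEATS2-IR, with a median log2 fold change of 0.12 and 42 of 57 genes higher (camera, FDR 0.00207). Leaving out 1 library gave medians from 0.06 (without dYEATS2-IR replicate 2, FDR 0.0129) to 0.18 (without NTC IR-1 replicate 3, FDR 9.25e-05). It did not pass the threshold under fry for a shift in 1 direction (FDR 0.132), with an estimated correlation (FDR 0.678) or after removal of the trend with exon length (median 0.06, FDR 0.117). Its median reversed against NTC IR-2, to -0.26 (FDR 3.53e-07), and the same list was shifted by 0.37 between the controls (54 of 57 genes higher in NTC IR-2, FDR 4.01e-13). Without the 3 genes shared with the photoreceptor list the median in dYEATS2-IR was 0.09. Over all genes tested 3 calcium genes were called in dYEATS2-IR, and 4 adjusted over the list alone. The 3 were trpl (log2 fold change 1.34, SE 0.122, FDR 8.15e-05), norpA (0.74, SE 0.163, FDR 0.0298) and Cnx99A (0.97, SE 0.242, FDR 0.0463). They were higher in all 3 libraries of dYEATS2-IR than in any of NTC IR-1. The call of norpA was lost in 5 of the 6 fits that left out a library (FDR 0.0552 to 0.161), as was that of Cnx99A (FDR 0.0939 to 0.2), and both were lost with the replicate block (FDR 0.138 and 0.166). The call of trpl was kept with the replicate block (FDR 0.0104) and in all 6 fits that left out a library. Against NTC IR-2 trpl kept its call (0.73, FDR 0.00626), and norpA (-0.08, FDR 0.788) and Cnx99A (0.33, FDR 0.425) were not called. Of 16 dopamine genes none was called in dYEATS2-IR over all genes or adjusted over the list alone, and 4 had an unadjusted p below 0.05. The median of the dopamine list was -0.02 (camera FDR 0.737). The mixed test of fry, which asks for changes in any direction, called the calcium list (FDR 0.000311) and the dopamine list (FDR 0.0306) in dYEATS2-IR, and both between the controls as well (FDR 0.000171 and 0.000311).

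In dENL/AF9-IR the calcium list had a median of -0.02 (FDR 0.412) and the dopamine list a median of -0.08 (FDR 0.412). No gene of either list was called over all genes or adjusted over the list alone, and 2 calcium and 0 dopamine genes had an unadjusted p below 0.05. Without NTC IR-2 replicate 1 the calcium list was called (median -0.06, FDR 0.0175), and without NTC IR-2 replicate 2 its median was 0.03 (FDR 0.638).

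Of the 12 lists, camera called 6 in dYEATS2-IR, 1 in dENL/AF9-IR, 8 between the controls and 6 in the interaction. Of these, 2, 0, 4 and 1 were also called by fry in 1 direction, and 1, 0, 1 and 1 with an estimated correlation. The mixed test of fry called 7, 0, 11 and 5 lists, and in dENL/AF9-IR 0 lists had an unadjusted p below 0.05 in it. In dYEATS2-IR the fat body list was lower (median -1.92, FDR 1.32e-17) and held under both, and the photoreceptor list was higher (median 0.64, FDR 5.78e-15) and held under fry. The lists of cytosolic ribosomal proteins (median -0.36), of antimicrobial peptides and immune effectors (-0.66) and of neuronal genes (0.18) were called by camera with the preset correlation and not by fry in 1 direction or with an estimated correlation. The mixed test called the immune effectors (FDR 0.00561) and the neuronal genes (FDR 0.0494). The lists of the super elongation, Dot1 and Paf1 complexes (median 0.15), glial genes (-0.11), heat shock and stress (-0.20), oxidative phosphorylation (-0.04) and the ATAC complex (-0.05) were not called by camera, and of these the mixed test called the glial genes (FDR 1.07e-06). In dENL/AF9-IR the fat body list was higher (median 0.22, FDR 0.0356), and this call was lost in 3 of the 6 fits that left out a library. Without NTC IR-2 replicate 1 the FDR was 0.645, without NTC IR-2 replicate 2 it was 0.105, and without dENL/AF9-IR replicate 3 the median was -0.05 (FDR 0.701). Between the controls the ribosomal protein list was lower in NTC IR-2 (median -0.76, 0 of 87 genes higher), the neuronal list higher (0.64, 28 of 28 genes higher) and the fat body list lower (-1.92, 2 of 23 genes higher).

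The marker gene w, which sets eye colour and is carried by many fly transgenes, had 3215 to 4312 CPM in the libraries labelled dYEATS2-IR and at most 43.7 in the other 9 (log2 fold change against NTC IR-1 6.46, SE 0.144, FDR 4.6e-10). The v gene was lower (log2 fold change -2.30, SE 0.443, FDR 0.0161). It was at 2.17 to 6.39 CPM in dYEATS2-IR and 3.49 to 8.11 in dENL/AF9-IR, against 16.9 to 23.3 in NTC IR-1. The changes of sev, bw and ry were 0.21, 0.04 and -0.02, with FDR of at least 0.559. In dENL/AF9-IR against NTC IR-2 none of these markers was called, with FDR of at least 0.118. The roX1 gene, plotted with w, y and Yp1, was chosen after its values were seen and had 672 to 1541 CPM in NTC IR-1 and 1260 to 1914 elsewhere.

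**Figure D4:**
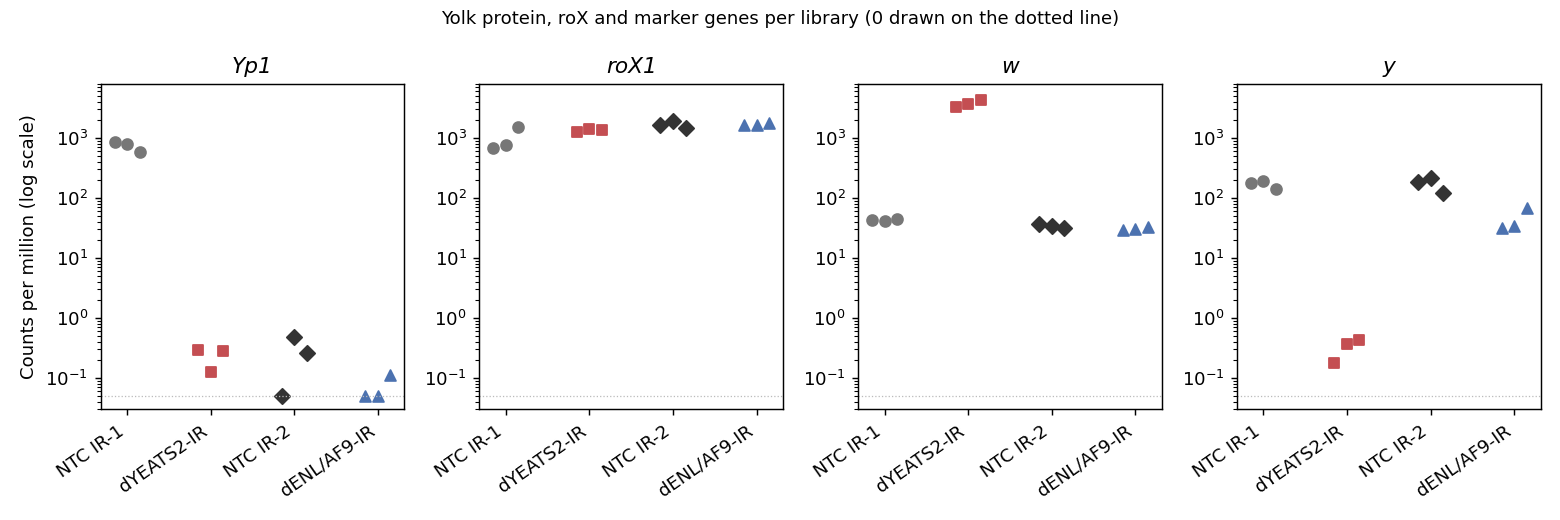
CPM, on a log axis, of Yp1, roX1, w and y in each of the 12 libraries, by the group names of the count table, with points for libraries and 0 counts on the dotted line. Yp1 is at 587 to 843 in NTC IR-1 and at 0.488 or below elsewhere, and w is at 3215 or above in dYEATS2-IR alone.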

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

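Of the tests below, the correction for exon length was chosen after the result was seen. The change in the libraries labelled dYEATS2-IR against NTC IR-1 differed from that in dENL/AF9-IR against NTC IR-2 for 118 genes in a test of the difference itself (edgeR's quasi-likelihood test of the interaction, FDR below 0.05), with 55 positive and 63 negative differences. Under the group names of the normalized table the count was 166.

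Of 100 splits drawn from the 200 that regroup libraries within each knockdown and its control, 6 gave as many genes, the real split included, with a median of 0 and a highest count of 674. The 5 others all kept the grouping of dYEATS2-IR and NTC IR-1 and exchanged 1 or 2 libraries between dENL/AF9-IR and NTC IR-2. The splits that broke the grouping of dYEATS2-IR and NTC IR-1 gave at most 92 genes. As many lists were called in 51 of the 100 splits. The count therefore goes with the grouping of dYEATS2-IR and NTC IR-1, and these splits do not separate the real grouping of the other 6 libraries from regrouped ones.

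Unequal depth was tested by thinning each library to the smallest total, after which 94.1% of the 118 genes were called with the same sign. Without the mitochondrial rows, which held 17% to 35.7% of the counts, 94.1% were. After removal of each library's trend with exon length 88.1% were. These values argue against each of the 3 as the whole cause. Thinning matched the totals only, so the counts outside the mitochondrial rows stayed unequal between libraries. GC content was not tested. A difference between both controls alone would leave dYEATS2-IR and dENL/AF9-IR alike, but 65 of the 118 genes were called between those groups with the same sign. A part may still come from the controls, since 69 of the 118 genes were also called between NTC IR-2 and NTC IR-1. An effect of the hairpins, which the design names, stays open as well. Both targets were not called in the interaction (log2 difference -0.04, FDR 0.956 for D12, and 0.28, FDR 0.48 for ear). Groups of 3 libraries were too small to be tested for single deviating samples.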

How the results depend on the processing

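The names of the normalized table, limma on that table under the count table's names and the length offset were chosen after seeing the data. Counts are of genes called by edgeR's quasi-likelihood test unless stated. Where a value changed and no reason is given, the cause was not tested.

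Under DESeq2's size factors 521 of the 604 genes of dYEATS2-IR against NTC IR-1 were called with the same sign, and under a mean count of at least 10, 586 were. With no filter (20010 genes tested) 346 were called in this comparison, 343 of them among the 604. With only the 6 libraries compared, which leaves fewer residual degrees of freedom, 392 were called, and 940 between the controls. With the replicate block, which also uses degrees of freedom, 99 were called and 14 in the interaction. In these fits each knockdown and its control had their own blocks. The replicate numbers gave no sign of a pairing. Deviations from the group mean had an r of -0.226 to -0.0456 between dYEATS2-IR and NTC IR-1 libraries of the same number. Between dENL/AF9-IR and NTC IR-2 it was -0.17 to -0.0543. DESeq2's Wald test called 1167 genes in dYEATS2-IR (601 of the 604), 30 in dENL/AF9-IR, 399 in the interaction and 13 in both knockdown comparisons. On simulated counts 16.5% of its calls were of unchanged genes, in a single data set drawn with edgeR's estimate of the spread. With a fold change of at least 2, which is a stricter rule, 295 genes remained in dYEATS2-IR. The r between both knockdown effects was 0.054 with a mean count of at least 10.

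Against the other control 1161 genes were called in dYEATS2-IR and 1974 in dENL/AF9-IR, with 538 in both (489 with opposite signs), an r of -0.346 and 8 lists in dENL/AF9-IR. The change of D12 became 0.19 (FDR 0.431), that of ear 0.34 (FDR 0.0697), that of Yp2 0.91 (FDR 0.149) and that of norpA -0.085 (FDR 0.788). List medians in dYEATS2-IR became -0.26 for calcium handling, 0.14 for fat body, 0.41 for ribosomal proteins and -0.39 for neuronal genes. The photoreceptor list kept its direction and call (0.29, camera FDR 0.00126), and the immune effectors lost their call (-0.040, camera FDR 0.264). In dENL/AF9-IR the medians became 0.32 for calcium handling, 0.16 for dopamine and -2.33 for fat body. Since 2467 genes were called between the controls, exchanging them moves these values by construction.

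Against the mean of both controls 31 genes were called in dENL/AF9-IR and 23 in both comparisons, which then share controls, with an r of 0.271 (0.328 ± 0.0163, SD, in 20 simulations of unchanged groups). The changes of D12 and ear were 0.077 (FDR 0.797) and 0.15 (FDR 0.527). Camera called 3 lists in dYEATS2-IR and 5 in dENL/AF9-IR. Medians in dYEATS2-IR were -0.067 for calcium handling (FDR 0.244), 0.029 for ribosomal proteins and -0.12 for neuronal genes. The photoreceptor (0.46, FDR 1.68e-11), fat body (-0.595, FDR 2.83e-05) and immune effector (-0.44, FDR 0.00187) lists kept their direction and call there. In dENL/AF9-IR the medians were 0.18 for calcium handling (FDR 9.47e-09), 0.010 for dopamine and -0.82 for fat body.

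Under the names of the normalized table the comparisons exchange libraries. In dYEATS2-IR 0 genes were called (661 at an unadjusted p below 0.05), in dENL/AF9-IR 604 and between the controls 1161. Limma on that table under its own names called 0 and 614. Camera called 1 list in dYEATS2-IR, 6 in dENL/AF9-IR and 4 between the controls. In dYEATS2-IR the changes were 0.0036 for D12, 2.76 for Cyp6a17, 1.84 for the invader4 insertion, 0.77 for Yp2, -0.017 for trpl and -0.024 for norpA, none called (FDR at least 0.869). The mthl8, CG3397 and CG43182 genes were at or under 3 counts in both groups and have no value there. Between the controls the changes were -6.96 for twy, -5.04 for CG15824, -6.00 for CG16995, 7.60 for CG42481 and 7.48 for lncRNA:CR9284, where the fitted values of genes at 0 counts are no bounds. List medians in dYEATS2-IR were -0.017 for calcium handling, 0.22 for fat body, 0.053 for ribosomal proteins, 0.23 for immune effectors and -0.046 for neuronal genes. In dENL/AF9-IR they were -0.12 for calcium handling (FDR 0.00252) and 0.016 for dopamine. Between the controls they were 0.41 for ribosomal proteins, -0.39 for neuronal genes and -0.26 for calcium handling.

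With the length offset 2 genes were called in dENL/AF9-IR, and the calcium list in dYEATS2-IR had a median of 0.061 (FDR 0.117). That list, at 0.12, was not called by fry in 1 direction (FDR 0.132) or with an estimated correlation (FDR 0.678). Over its alternatives that keep the control and the names, leaving out libraries included, its FDR for a shift in 1 direction was 9.25e-05 to 0.678, and its median ranged from 0.063 (without dYEATS2-IR replicate 2) to 0.18 (without NTC IR-1 replicate 3) over the fits that left out 1 library. In dYEATS2-IR, dENL/AF9-IR, the controls and the interaction, fry in 1 direction called 2, 0, 4 and 1 lists, and camera with an estimated correlation 1, 0, 1 and 1.

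Across the fits that each left out 1 library, the calls ranged from 153 (without NTC IR-1 replicate 2) to 1012 (without NTC IR-1 replicate 3) in dYEATS2-IR and from 0 to 19 (without NTC IR-2 replicate 3) in dENL/AF9-IR. They ranged from 973 (without NTC IR-1 replicate 1) to 2977 (without NTC IR-1 replicate 3) between the controls, and from 55 (without dENL/AF9-IR replicate 2) to 261 (without NTC IR-1 replicate 3) in the interaction. Genes called in both knockdown comparisons ranged from 0 to 11 (without NTC IR-2 replicate 3) and r from -0.082 to 0.058. The change of D12 ranged from -0.12 to 0.0027 and that of ear from -0.16 to 0.089. Lists called ranged from 5 (without NTC IR-1 replicate 3) to 9 between the controls and from 1 to 5 (without NTC IR-2 replicate 1) in dENL/AF9-IR. The dopamine median ranged from -0.068 (without NTC IR-1 replicate 1) to 0.084 (without NTC IR-1 replicate 3) in dYEATS2-IR and from -0.12 to 0.0013 in dENL/AF9-IR. In dENL/AF9-IR the calcium median ranged from -0.065 (without NTC IR-2 replicate 1, FDR 0.0175) to 0.032 (without NTC IR-2 replicate 2) and the fat body median from -0.045 (without dENL/AF9-IR replicate 3) to 0.60 (without NTC IR-2 replicate 3).

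For the 28 other named genes and lists, the alternatives that keep all libraries gave 268 values, of which 199 kept direction and call, 43 were weaker and 26 reversed. Leaving out libraries gave 168 values, of which 140 kept both, 27 were weaker and 1 reversed. The set tests were not run with DESeq2, and a fit of 6 libraries is not possible for results over 4 groups. Depth limits the genes at 0 counts, for which the data allow up to 0.103 CPM.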

Other observations

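Of the tests below, those of exon length, marker genes, roX genes, fat body genes, cell type lists, group names and shared calls were chosen after the result was seen.

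The real split of the 6 libraries of dYEATS2-IR and NTC IR-1 was the only 1 of 10 splits with as many called genes (604), and so was that of both controls, 1 of 10 (2467). For dENL/AF9-IR and NTC IR-2 all 10 of 10 splits gave at least the 0 calls of the real one. With 10 splits the share cannot fall under 0.1, so no split test of 3 against 3 libraries decides. As many lists, adjusted over the 12 lists of 1 comparison, were called in 5 of 10 splits for dYEATS2-IR and 3 of 10 for the controls, so in these comparisons other splits called as many lists. For dENL/AF9-IR it was 10 of 10. Both tests of dENL/AF9-IR are void, because the real split called 0 genes and, adjusted this way, 0 lists. For the r between both knockdown effects, 99 of 100 splits gave a value as far from 0. All 100 of 100 gave as many shared calls, a test that is void because the real number is 0.

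Technical causes of the counts were tested by refitting. Of the 604 genes of dYEATS2-IR, 88.6% were called with the same sign at equal total counts, 90.9% without the mitochondrial rows and 73.7% after the length correction. Of the 2467 genes between the controls these were 93.0%, 95.1% and 67%. These values argue against each as the whole cause. A batch shared by each knockdown and its control would fall on the comparison of the controls. The labels name no batch, but the word young in the titles splits the libraries the same way. From the controls alone, such a batch and their hairpins cannot be told apart. Such a batch would also fall on dYEATS2-IR against dENL/AF9-IR, where the hairpins differ too. There twy (20.5 to 36.4 CPM in dENL/AF9-IR, 0.561 to 0.650 in dYEATS2-IR), CG15824 and CG16995 were higher in dENL/AF9-IR, as in NTC IR-2. Yp1 was at 0.293 CPM or below in both, unlike in NTC IR-1. These genes were picked for their change, so the batch stays open.

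In the libraries labelled dYEATS2-IR (NTC IR-2 in the normalized table) w was higher by 6.46 on the log2 scale than in NTC IR-1 and y lower by many-fold, at 0.176 to 0.421 CPM against 142.3 to 187.9. The v gene was called lower as well (-2.30, FDR 0.0161), while sev, bw and ry were not called. A low v was not particular to dYEATS2-IR (2.17 to 6.39 CPM), since v was at 3.49 to 8.11 in dENL/AF9-IR. A candidate explanation is that the flies labelled dYEATS2-IR carry marker alleles and transgenes of another genetic background. The values this needs are there for w and y, but the test used genes whose change had been seen. If so, part of the 604 calls may come from the background and not from the hairpin, which these libraries cannot separate.

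The libraries labelled NTC IR-1 (dENL/AF9-IR in the normalized table) had 587 to 843 CPM of Yp1, 215.7 to 366 of Yp2 and 451 to 674 of Yp3, against at most 0.488, 1.12 and 34.7 elsewhere. Yolk protein genes are transcribed mainly in females, and the labels give males. The 20 other fat body genes had a median of -1.90 between the controls, with 18 of them higher in NTC IR-1 and 9 called. The lowest of them with a mean of at least 50 counts in 1 of the controls was fit, at -4.90. This argues against more fat body tissue as the whole cause for Yp1 (-11.48) and Yp2 (-9.29). It leaves that cause open for Yp3 (-5.17), which fell by about as much as fit. Heads of females among the males may contribute. The male-specific roX1 was lower in NTC IR-1 by 0.76 on the log2 scale (FDR 0.0531 in edgeR's test) and roX2 by 0.57 (FDR 0.0355), but in NTC IR-1 replicate 3 roX1 was at 1541 CPM, within the 1260 to 1914 of the other groups, while Yp1 was at 587. Against dYEATS2-IR roX1 and roX2 were not called (0.45, FDR 0.328, and 0.04, FDR 0.927). Another 4 genes, all also in the fat body list, were looked up with the roX genes. Between the controls fit (-4.90, FDR 0.00515), Obp99a (-2.40, FDR 0.0303) and to (-1.20, FDR 0.0435) were called lower in NTC IR-2, and Obp99b (-1.92, FDR 0.0725) was not. In dYEATS2-IR against NTC IR-1 Obp99a was called lower (-6.00, FDR 0.0035), by more than Yp3 (-4.21), and fit (-2.34, FDR 0.0967), Obp99b (-2.09, FDR 0.111) and to (-0.74, FDR 0.268) were not called. These 4 genes are members of the fat body list. Whether their levels, that of fit included, differ between the sexes was not tested, so no conclusion on sex is drawn from them. These values do not decide on females, and an effect of the background of the flies was not tested.

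Between the controls the neuronal list was higher and the fat body list lower in NTC IR-2. A smaller share of fat body there would raise all other cell types alike, but the neuronal list rose by 0.78 more on the log2 scale than the glial list, with this difference between both lists at 0.213 to 0.485 in NTC IR-2 and -0.547 to -0.308 in NTC IR-1. This argues against a smaller fat body share as the whole cause. The difference between both lists was not corrected for exon length. After that correction the median of the neuronal list was 0.40 (camera FDR 8.62e-11), against 0.64 before it. The ribosomal protein list stayed lower after the length correction (median -0.56, FDR 2.84e-29), which argues against the length trend as its whole cause. No biological explanation was tested for either list.

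The shift of the calcium handling list in dYEATS2-IR passed the threshold before the length correction and not after it (camera FDR 0.117), so it may come from a trend with exon length between libraries. The list holds 3 genes of the photoreceptor list, which was higher as well, and 2 of the neuronal list.

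Whether the group names of the count table are wrong was tested on the targets. Under the names of the normalized table ear was lower in dENL/AF9-IR by a log2 change of -0.23 (FDR 0.281) and D12 changed by 0.0036 in dYEATS2-IR. Under those of the count table the changes were -0.05 and -0.03. Against the control numbered with it, no target was called under either naming. The libraries that the normalized table names dENL/AF9-IR, labelled NTC IR-1 here, had the lowest ear levels of all 12, at 30.8 to 33.1 CPM against at least 34.99 in the other 9. Set against the libraries that table names NTC IR-1, labelled NTC IR-2 here, ear was lower in them by 0.39 on the log2 scale (FDR 0.0401 in edgeR's test), a called fall of ear in its knockdown against the other control under that naming. D12 in the libraries that table names dYEATS2-IR was lower than in those it names NTC IR-2 by a log2 change of -0.18, without overlap between their libraries but not called (FDR 0.469). Both targets were thus lower against the other control under the names of the normalized table, 1 of them called, and neither was lower against it under those of the count table (0.19 for D12 and 0.34 for ear). These pairs were picked after their values were seen and D12 was not called in any pair, so both namings cannot be told apart from the targets.

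Some further values were chosen after they were seen, and apart from those of Hsp70Bb they follow no comparison. Hsp70Aa was at 253.3 and 250.1 CPM in NTC IR-1 replicates 1 and 2, 312.9 in NTC IR-2 replicate 2 and 586.9 in dENL/AF9-IR replicate 3, and lower in the other 8 libraries, and Hsp68 and Hsp26 were high in the same 4 libraries. Hsp70Bb differed from them: it was highest in the libraries labelled dYEATS2-IR, at 475.8, 426.1 and 528.6 CPM, against 256.9 to 321.9 in those 4, while Hsp70Aa was at 6.03 to 16.0 in dYEATS2-IR. CG34220 was at 150.9 CPM in dYEATS2-IR replicate 3 and 39.3 in dENL/AF9-IR replicate 3, and at most 2.26 elsewhere.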
